# Histone H3 lysine 36 methylation affects temperature-induced alternative splicing and flowering in plants

**DOI:** 10.1186/s13059-017-1235-x

**Published:** 2017-06-01

**Authors:** A. Pajoro, E. Severing, G. C. Angenent, R. G. H. Immink

**Keywords:** Ambient temperature, Alternative splicing, Histone modification, H3K36me3, Flowering time, SDG8, Arabidopsis

## Abstract

**Background:**

Global warming severely affects flowering time and reproductive success of plants. Alternative splicing of pre-messenger RNA (mRNA) is an important mechanism underlying ambient temperature-controlled responses in plants, yet its regulation is poorly understood. An increase in temperature promotes changes in plant morphology as well as the transition from the vegetative to the reproductive phase in *Arabidopsis thaliana* via changes in splicing of key regulatory genes. Here we investigate whether a particular histone modification affects ambient temperature-induced alternative splicing and flowering time.

**Results:**

We use a genome-wide approach and perform RNA-sequencing (RNA-seq) analyses and histone H3 lysine 36 tri-methylation (H3K36me3) chromatin immunoprecipitation sequencing (ChIP-seq) in plants exposed to different ambient temperatures. Analysis and comparison of these datasets reveal that temperature-induced differentially spliced genes are enriched in H3K36me3. Moreover, we find that reduction of H3K36me3 deposition causes alteration in temperature-induced alternative splicing. We also show that plants with mutations in H3K36me3 writers, eraser, or readers have altered high ambient temperature-induced flowering.

**Conclusions:**

Our results show a key role for the histone mark H3K36me3 in splicing regulation and plant plasticity to fluctuating ambient temperature. Our findings open new perspectives for the breeding of crops that can better cope with environmental changes due to climate change.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13059-017-1235-x) contains supplementary material, which is available to authorized users.

## Background

Plants sense changes in the environment and adapt their development accordingly. Temperature is one of the environmental signals that strongly affects plant development. For example, plants are able to adapt their organ shape in relation to the temperature they experience, a phenomenon called “thermo-morphogenesis” [1]. As such, elevated temperature promotes hypocotyl elongation and plants also show differences in leaf morphology depending on the growing temperature [2–5]. The circadian clock, the internal clock that confers an organism the innate ability to measure time, is also influenced by temperature [6–9]. Another important plant trait controlled by temperature is flowering time, the switch from the vegetative to the reproductive phase. An increase in ambient temperature promotes flowering in Arabidopsis and, consequently, at high ambient temperatures these plants flower earlier than at colder conditions [10–12].

A change in ambient temperature affects gene functioning at transcription level and at post-transcriptional level, e.g. through protein conformation and stability. Recently, it has been shown that ambient temperature affects phytochrome B (PHYB) inactivation during the night [13]. Moreover, protein stability can be influenced by temperature, for example the flowering time regulator short vegetative phase (SVP) is subject to faster protein degradation at higher temperature [14]. Finally, ambient temperature also affects alternative splicing [15]. Alternative splicing (AS) is the process that produces different mature messenger RNAs (mRNAs) from a single pre-mRNA [16]. AS is a rapid and adjustable process that allows a fast response to external stimuli and facilitates plasticity in plant development [17]. In plants, key regulators of various processes such as circadian clock, flowering time, and reproduction are regulated via temperature-induced AS [14, 15, 18–24]. Ambient temperature changes also affect splicing of AS regulators and thereby plant development [25, 26]. As such, AS was suggested to act as “molecular thermosensor” in plants [15]; however, how temperature can affect splicing of a specific subset of intron-containing genes is poorly understood. In higher eukaryotes, it has been shown that pre-mRNA splicing occurs co-transcriptionally in the nucleus. Thus, while RNA polymerase is synthesizing the pre-mRNA, the splicing machinery is recruited to perform its function [27]. The co-transcriptional nature of splicing allows a contribution of the chromatin landscape in splicing regulation [28–30]. In mammals, two models have been proposed to explain the interplay between chromatin landscape and AS: the kinetic model and the chromatin-adaptor model [31]. Evidence for both modes of action has been reported. According to the kinetic model, the chromatin landscape can influence the transcription elongation rate and thereby affects splicing. For example, histone acetylation allows opening of the chromatin leading to a fast elongation rate that promotes splice site skipping. To the contrary, silencing histone marks lead to a more compact chromatin and slow elongation rate allowing recognition of weak splicing sites [29]. In the chromatin-adaptor model, histone modifications are bound by readers able to recruit splicing factors. An example is the H3K36me3-MRG15-PTB chromatin-adaptor system. The H3K36me3 histone mark serves as an anchor for binding of the adaptor protein MRG15, which in turn interacts with the splicing regulator polypyrimidine tract-binding (PTB) recruiting it to the nascent pre-mRNA [32].

In plants, it is not known if a similar link between chromatin and splicing exists and whether such a mechanism would be ambient temperature sensitive. H3K36me3 was found to be prevalent in transcribed regions and therefore a function in transcriptional elongation has been postulated for this histone mark [33]. Here we investigated the potential contribution of this mark in the regulation of ambient temperature-induced AS and flowering time control in the model plant *Arabidopsis thaliana*.

## Results

### Identification of temperature-induced differentially spliced events

To study the proposed linkage between the H3K36me3 mark and ambient temperature-induced AS, we first identified transcriptome-wide differentially spliced (DiS) events upon a temperature change and investigated the temporal dynamics of this process. Arabidopsis plants were grown at 16 °C in short day conditions (8 h light-16 h dark) for five weeks and then transferred to 25 °C. With RNA sequencing (RNA-seq), we analyzed the changes in the transcriptome at one, three, and five days after the temperature change. This experimental setup allows to monitor initial changes in splicing pattern upon a temperature change and to investigate the stability of these effects. For each time point, we quantified AS setting one isoform as reference and then calculating the “Percentage of Spliced In” (PSI) for each type of event (intron retention [IR], mutually exclusive exon [MXE], exon skipping [ES], alternative 3′ site [A3], alternative 5′ site [A5]; Additional file 1: Table S1). We defined isoforms that present a significant difference in PSI (ΔPSI) between two conditions as temperature-induced DiS. In total, we identified 683 DiS events, derived from 511 distinct genes, involved in a plethora of biological processes (Additional file 1: Table S1, Fig. 1a, and Additional file 2: Figure S1A).

**Fig. 1:**
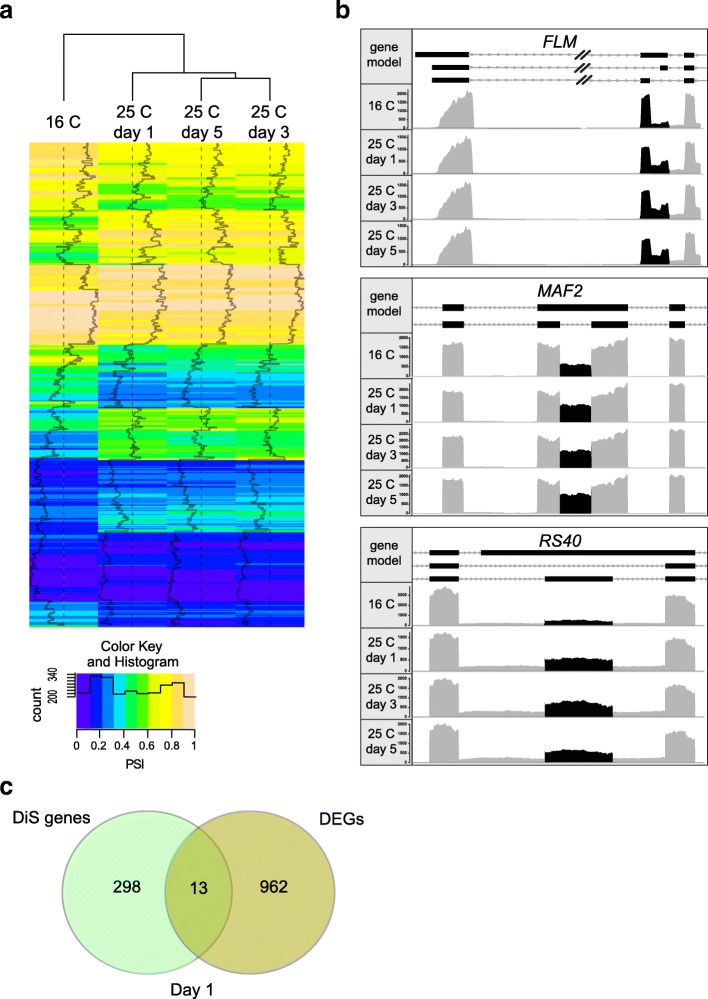
Dynamics of temperature-induced DiS events. **a** *Heat map* showing the percentage of spliced in (PSI) values obtained at each condition for significant DiS events. **b** Partial gene model depicting the detected DiS events of *FLOWERING LOCUS M* (*FLM*), *MADS AFFECTING FLOWERING 2* (*MAF2*), and *ARGININE/SERINE-RICH SPLICING FACTOR 40* (*RS40*), and corresponding plot area showing RNA-seq results. *Coverage plot* reads within the AS regions are shown in *black*, other reads are in *gray*. We detected a significant difference in IR events for *FLM* [35] and *MAF2* [34] and MXE events for *FLM* [21] and *RS40* upon the temperature change. **c** *Venn diagram* shows the overlap between DiS and totally differentially expressed genes (DEGs) one day upon the temperature change. DEGs are defined as genes with a change in expression of log2 Fold Change |1| and adjusted *p* value according to the BH method for controlling false discovery < 0.05

We found DiS events in genes previously reported to be subject to temperature-induced AS, such as in the flowering time regulators *FLOWERING LOCUS M* (*FLM*) [14, 21] and *MADS AFFECTING FLOWERING 2* (*MAF2*) [22, 34] (Additional file 2: Figure S1B) and the clock components *PSEUDO-RESPONSE REGULATOR 3* (*PRR3*) and *PRR7* [8, 18]. For *FLM*, we observed an increase in the retention of the second intron and a MXE event [14, 21, 35]. The retention of the second intron leads to a transcript targeted for degradation by nonsense-mediated mRNA decay (NMD) and as such decreased amount of functional protein at higher temperature [35], while the MXE event is supposed to result in the production of two proteins with opposite function in flowering time regulation [21]. The IR at *MAF2* locus generates an isoform with a premature stop codon that is most likely targeted for NMD and the increased abundance of this isoform at higher temperature leads to a decrease of the functional flowering time repressor [34]. *PRR3* and *PRR7* were shown previously to undergo AS upon a change to low temperature from 20 °C to 4 °C [18]. In our experiment, we see a change in retention of the third intron of *PRR7* as previously reported for a change to low temperature, as well as new events for *PRR7* and *PRR3* that appear to be specific to the increase in ambient temperature in our experimental setup (Additional file 1: Table S1).

Moreover, we found splicing regulators DiS upon the temperature change, such as *RS40* (Fig. 1b), *SC35-LIKE SPLICING FACTOR 33* (*SCL33*), *SERINE/ARGININE-RICH PROTEIN SPLICING FACTOR 34* (*SR34*), and the U2 snRNP auxilliary factors U2AF65A and U2AF65B.

Additionally, we also identify novel temperature-induced splicing events in master regulators of various biological processes, such as the flowering time regulator *SQUAMOSA PROMOTER BINDING PROTEIN-LIKE 2* (*SPL2*) [36] and *MODIFIER OF SNC 1* (*MOS1*) [37], the regulators of auxin signaling *AUXIN RESPONSE FACTOR 2* (*ARF2*) [38] and *PIN-FORMED 7* (*PIN7*) [39], and the chromatin remodelers *VIN3-LIKE 2* (*VIL2*) [40] and *SPLAYED* (*SYD*) [41–43] (Fig. 1b and Additional file 1: Table S1).

The majority of the genes show DiS within one day upon the temperature change and after that their PSI remained stable over time (Fig. 1a, b), revealing a response to a change in ambient temperature within 24 h. Surprisingly, we found only a small overlap (13 genes) between differentially expressed genes (DEGs) (Additional file 3: Table S2) and DiS genes (Fig. 1c), indicating a different basis for the effect of ambient temperature on these two molecular processes.

In conclusion, a change in ambient temperature triggers fast and stable changes in splicing of many key regulatory genes, including various flowering time regulators.

### DiS genes are enriched in H3K36me3 modification

In mammalian studies, the H3K36me3 mark was found to be enriched in genes undergoing AS and therefore was suggested to play a predominant role in the AS regulation. We hypothesize that the H3K36me3 deposition contributes to the regulation of ambient temperature-induced AS in plants. To investigate the putative role of this mark, we first identified H3K36me3 modified genomic regions in plants growing at 16 °C and in plants that were transferred from 16 °C to 25 °C. Since we observed that most of the DiS events already occur one day after the temperature shift and then remain present (Fig. 1), we selected this time point to investigate the H3K36me3 profile. H3K36me3 chromatin immunoprecipitation sequencing (ChIP-seq) experiments were performed on four biological replicates for each temperature and H3K36me3-marked regions were identified. We found a total of 59,736 regions to be enriched in H3K36me3 (Additional file 4: Table S3). Analyzing the distribution of H3K36me3 along the whole gene body, we observed that H3K36me3 containing histones are prevalent at the beginning of the gene body, with a peak approximately 0.5 kb after the transcription start site (TSS) and predominantly in expressed genes (Fig. 2a). Remarkably, we also observed that DiS genes are enriched in the H3K36me3 mark, while this is not the case for DEGs (Fig. 2a). Around 96% of the DiS genes have an H3K36me3 enriched region in the gene body, while this is only 65% for the DEGs (Additional file 2: Figure S2A). Among the H3K36me3-marked DiS genes, we found key regulators of ambient temperature-sensitive processes, such as the flowering time regulators *FLM*, *MAF2*, and *FCA*, the circadian clock regulators *PRR3* and *PRR7*, and several splicing regulators, such as *RS40* and *SC35-LIKE SPLICING FACTOR 33* (*SCL33*) (Fig. 2b).

**Fig. 2:**
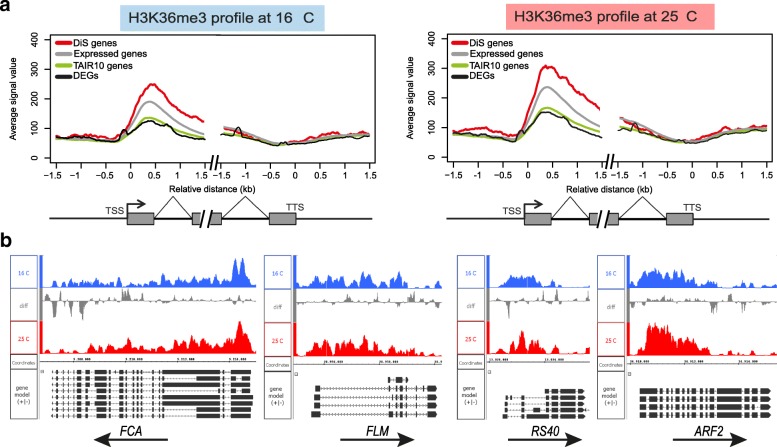
Temperature-induced DiS genes are enriched in H3K36me3. **a** H3K36me3 profile around the TSS and the transcription termination site (TTS), for different classes of genes. **b** H3K36me3 profile for selected genes with temperature-induced DiS events

The quantitative comparison between the profile obtained before and after the temperature switch (Additional file 4: Table S3) revealed a higher level of H3K36me3 located around 0.5 kb after the TSS in plants exposed at 25 °C (Additional file 2: Figure S2B). For example, we observed higher levels of H3K36me3 at the TSS of the DiS genes *PIN7* and *VIL2* at 25 °C compared with 16 °C (Additional file 4: Table S3).

H3K36me3 regions tend to be more broad at 25 °C compared with 16 °C (Additional file 2: Figure S2B and S3C). For example, we observed an increased in the peak width at *FLM*, *SPL2*, *SCL33*, and at *RUBISCO ACTIVASE* (*RCA*) loci (Additional file 4: Table S3).

A few genes showed a quantitative change in H3K36me3 at the location of a DiS event under these conditions, for example, for the circadian clock genes *PRR3* and *PRR7* (Additional file 2: Figure S3); however, for the majority of cases there was no perfect co-localization.

Thus, overrepresentation of the H3K36me3 histone mark was observed in DiS genes and changes in the mark deposition were observed after increasing temperature, suggesting a role for the mark in the regulation of ambient temperature-induced AS.

### H3K36me3 contributes to regulation of temperature-induced DiS events

To elucidate the contribution of H3K36me3 in temperature-induced splicing regulation, we investigated the effect of decreased levels of H3K36me3 on temperature-induced AS. In Arabidopsis, the deposition of H3K36me3 is regulated by the histone methyltransferases SDG8 and SDG26 and, accordingly, levels of H3K36me3 are low in *sdg8-2* and *sdg26-1* mutant plants [44, 45]. We performed an RNA-seq experiment on wild-type (WT) and mutant plants, continuously grown at 16 °C, or one day after a temperature shift to 25 °C. For each genotype, we retrieved DiS events upon the temperature change (Additional file 5: Table S4). 

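For this experiment, WT (Col-0) plants and plants of the T-DNA insertion lines *sdg8-2* and *sdg26-1* were grown at 16 °C in short days of 8 h light and 16 h dark for 5 weeks, and were then left at 16 °C or kept at 25 °C for 1 day. The *sdg8-2* line lacks SDG8 (AT1G77300, chromosome 1 of TAIR10.1 from 29039922 to 29049454, reverse strand) and the *sdg26-1* line lacks SDG26 (AT1G76710, chromosome 1 from 28789698 to 28792719, reverse strand). Both genes encode SET-domain histone methyltransferases, and neither has an event in the deposited table, so the table gives no check of the mutations. Each of the 6 combinations of genotype and temperature had 3 biological samples, 18 in all, each made from the dissected shoot apical meristem (SAM)-enriched tissue of about 10 plants. Poly(A) RNA was sequenced as stranded paired-end libraries. The authors mapped the reads to TAIR10 with TopHat2, extended the transcript annotation with Cufflinks, and estimated with MISO the PSI of each splicing event, the share of an event's transcripts that carry the spliced-in form, from 0 to 1. The event types were intron retention (IR), exon skipping (ES), alternative 3′ and 5′ splice sites (A3 and A5) and mutually exclusive exons (MXE).
The authors merged the replicates of each condition before the test, so the deposited table holds 1 PSI value, with 2 decimals, per event and condition. An event was called DiS at a Bayes factor of at least 5, with at least 20 isoform-specific reads in at least 2 replicates and a smaller PSI difference within than between conditions. The table lists 399 events in 334 genes, each of them called in at least 1 genotype, and DiS is used here for these calls in the authors' deposited table. Read depth per event and sample is unknown from the table, and the pooled values have no replicate error, so differences between them are described by size and count, without a test across replicates. Changes in PSI are given here as 25 °C minus 16 °C, the opposite sign to the ΔPSI of the paper, and were recomputed from the pooled PSI values. Of the 334 gene identifiers, 327 were found in the RefSeq annotation of TAIR10.1. In 306 of the 314 genes for which the table gives coding coordinates, these were the same in that annotation.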

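Raising the temperature to 25 °C changed splicing in each of the 3 genotypes and in both directions. In the authors' deposited table, 129 events in 115 genes were DiS in WT, 63 of them with higher and 66 with lower PSI at 25 °C. In *sdg8-2*, 154 events in 132 genes were DiS, 61 higher and 93 lower, and in *sdg26-1* 215 events in 184 genes, 96 higher and 119 lower. The median absolute change of the DiS events was 0.16 in WT, 0.15 in *sdg8-2* and 0.14 in *sdg26-1*.
In WT, the largest rise was in an ES event of AT5G52070, which encodes an Agenet domain protein, from a PSI of 0.32 to 0.79, beside 0.26 and 0.68 in *sdg8-2* and 0.34 and 0.64 in *sdg26-1*, where it was not called. An ES event of AT5G58370, which encodes a P-loop nucleoside triphosphate hydrolase, rose from 0.13 to 0.49 in WT and from 0.1 to 0.41 in *sdg8-2*, and its values in *sdg26-1*, not called, were 0.19 and 0.62. The largest falls in WT were in a pair of A3 events of AT1G78865, a locus annotated as a noncoding RNA, from 0.65 to 0.05 and from 0.74 to 0.18. They also fell in *sdg8-2*, from 0.53 to 0.03 and from 0.67 to 0.07, and their values in *sdg26-1*, where they were not called, were 0.72 and 0.28 for the first and 0.77 and 0.29 for the second. In *sdg8-2*, the largest rise was in an A3 event of AT5G26180, which encodes a putative methyltransferase, from 0.31 to 0.79, and the same event rose from 0.46 to 0.72 in *sdg26-1*, beside 0.33 and 0.69 in WT, where it was not called. An A3 event of AT1G36070, which encodes a WD40 repeat protein, was called in *sdg8-2* alone, where it fell from 0.56 to 0.15, beside 0.55 and 0.46 in WT and 0.52 and 0.41 in *sdg26-1*. In *sdg26-1*, an ES event of AT3G03350, which encodes a Rossmann-fold protein, rose from 0.08 to 0.48, and its values of 0.17 and 0.55 in *sdg8-2* and of 0.31 and 0.42 in WT were not called DiS. The largest fall in *sdg26-1* was in an IR event of AT4G04200, which encodes a subunit of the microsomal signal peptidase, from 0.87 to 0.39. This event also fell in *sdg8-2*, from 0.86 to 0.48, while its WT values of 0.77 and 0.48 were not called.
The number of DiS events depends on the smallest change counted. With an absolute change of at least 0.2, 49 DiS events were left in WT, 56 in *sdg8-2* and 55 in *sdg26-1*.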

Significant differences in temperature-induced DiS events were observed between WT and the H3K36me3 mutants upon the temperature change (Fig. 3). 

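IR and A3 events made up most of the DiS events in every genotype. In WT, 51 of the 129 DiS events in the authors' deposited table were IR (39.5%), 45 were A3, 18 were A5 and 15 were ES. In *sdg8-2*, A3 was the most frequent type, with 61 of 154 events (39.6%), followed by 48 IR, 27 A5 and 17 ES events. The single MXE event of the table, in AT3G24360, was also DiS there, with a PSI of 0.35 at 16 °C and 0.14 at 25 °C, beside 0.3 and 0.15 in WT and 0.13 and 0.1 in *sdg26-1*. In *sdg26-1*, 86 of 215 events were IR (40.0%), 65 A3, 42 A5 and 22 ES.
The direction of the IR events called in WT was balanced, with 25 higher and 26 lower at 25 °C. Of the IR events called in the mutants more fell than rose, with 18 higher and 30 lower in *sdg8-2* and 26 higher and 60 lower in *sdg26-1*. In the same 86 events of *sdg26-1*, WT had a higher PSI at 25 °C in 27 and a lower PSI in 58. Over all 155 listed IR events, whatever the genotype of the call, lower PSI at 25 °C was more frequent in every genotype, with 58 higher and 95 lower in WT, 55 and 97 in *sdg8-2* and 52 and 100 in *sdg26-1*. Among the largest such falls was an IR event of AT1G54770, which encodes an Fcf2 pre-rRNA processing protein, from 0.94 to 0.53 in *sdg26-1*, beside 0.84 and 0.71 in WT and 0.94 and 0.78 in *sdg8-2*.
The WT DiS events that were DiS in neither mutant also included each of the 4 types present in WT, namely 33 of 51 IR, 19 of 45 A3, 10 of 18 A5 and 4 of 15 ES events. The median absolute change of the WT ES events was 0.18 in WT, 0.17 in *sdg8-2* and 0.19 in *sdg26-1*. That of the IR events was 0.15, 0.08 and 0.11, that of the A5 events 0.165, 0.085 and 0.095, and that of the A3 events 0.15, 0.11 and 0.11. All of these events were selected on the call in WT, which favours larger changes in WT. IR events called lower in a mutant went the other way. Their median change was −0.065 in WT and −0.155 in *sdg8-2* for those called in *sdg8-2*. For those called in *sdg26-1* it was −0.06 in WT and −0.135 in *sdg26-1*. The shares and medians describe events, which are not replicates, and were not tested.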

In the *sdg8-2* and *sdg26-1* mutant different types of splicing events are affected by the temperature change (Additional file 2: Figure S4A), indicating that the histone mark is not involved in the regulation of a specific type of event.

**Fig. 3:**
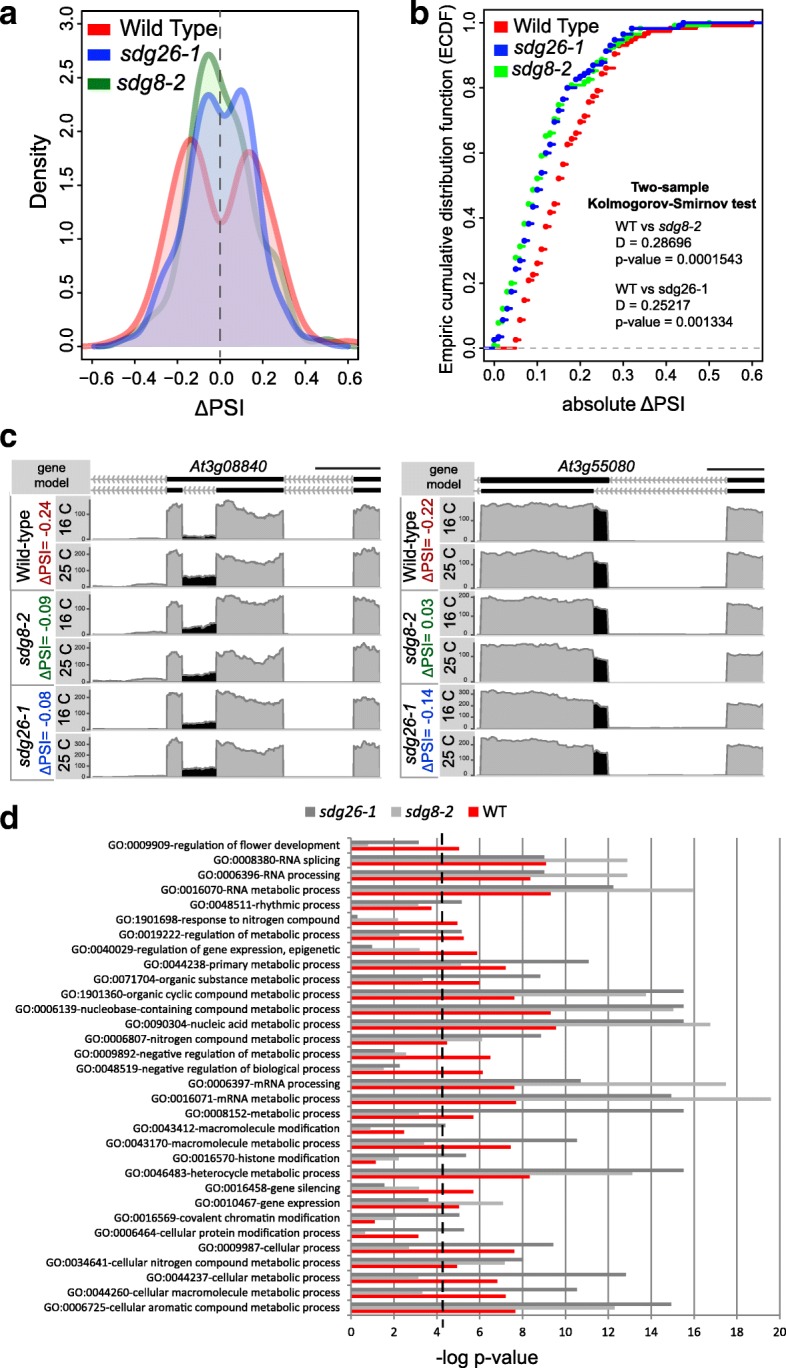
H3K36me3 contributes to regulation of temperature-induced splicing. **a** The *graph* shows distribution of differences in PSI between 16 °C and 25 °C (ΔPSI) of significant DiS events identified in WT and corresponding ΔPSI distributions in *sdg8-2* and *sdg26-1* (Additional file 2: Figure S2C). **b** *Graph* shows plot of empiric cumulative distribution function (ecdf) for absolute ΔPSI of WT, *sdg8-2*, and *sdg26-1* for significant DiS events in the comparison of WT 16 °C and 25 °C. Distribution of ΔPSI are significantly different between WT and *sdg8-2* or *sdg26-1* according to the Kolmogorov–Smirnov test **c** Partial gene model of two examples depicting the DiS event and corresponding plot area showing RNA-seq results. Reads within the AS regions are shown in *black*, other reads are in *gray*. At3g08840 is only significantly DiS in the WT while At3g55080 is significantly DiS in WT as well as in *sdg26-1*. **d** Gene ontology enrichment for genes of which the splicing is affected by ambient temperature conditions in WT, *sdg8-2*, and *sdg26-1*. The histogram includes all overrepresented categories with at least five genes and *p* value < 0.05 for at least one genotype

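In the 129 WT DiS events of the authors' deposited table, the change in PSI was smaller in both mutants than in WT. The median absolute change was 0.16 in WT, 0.1 in *sdg8-2* and 0.11 in *sdg26-1*. It was smaller in *sdg8-2* than in WT in 90 events, larger in 27 and equal in 12, and smaller in *sdg26-1* in 97 events, larger in 24 and equal in 8. An A3 event of AT5G17570, which encodes a TatD-related DNase, fell in WT from a PSI of 0.69 to 0.36, whereas the values were 0.67 and 0.72 in *sdg8-2* and 0.68 and 0.59 in *sdg26-1*. An IR event of AT2G42950, which encodes a CorA-like magnesium transporter, fell from 0.93 to 0.52 in WT, and its values were 0.61 and 0.46 in *sdg8-2* and 0.76 and 0.64 in *sdg26-1*. At the other end, an A5 event of AT3G52050, which encodes a 5′-3′ exonuclease family protein, fell from 0.82 to 0.65 in WT and from 0.91 to 0.57 in *sdg8-2*, beside 0.85 and 0.71 in *sdg26-1*. An A5 event of AT3G57470, which encodes an insulinase family protein, rose from 0.43 to 0.63 in WT and from 0.5 to 0.77 in *sdg26-1*, beside 0.51 and 0.61 in *sdg8-2*.
The Kolmogorov-Smirnov distance D between the absolute changes in WT and in the mutant, counted as positive where the mutant values are smaller, was 0.287 for *sdg8-2* and 0.248 for *sdg26-1*. With events resampled, 95% of the distances lay between 0.24 and 0.388 and between 0.202 and 0.326. In simulated events with the same change in all genotypes, with assumed noise and an assumed threshold of the call, selection on WT alone gave a D of 0.282. The median of WT minus mutant was 0.02 in these simulated events. In the 129 WT DiS events it was 0.04 for *sdg8-2* and 0.03 for *sdg26-1*. The simulation was not fitted to the data. Its call was a cut on the size of the change alone, above 0.05, the smallest change called in the table. The authors' call is a Bayes factor with rules on reads and replicates, and D depends on how events are called. The closeness of the simulated and the observed D therefore does not measure the part of selection in the observed D.

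**Figure D1:**
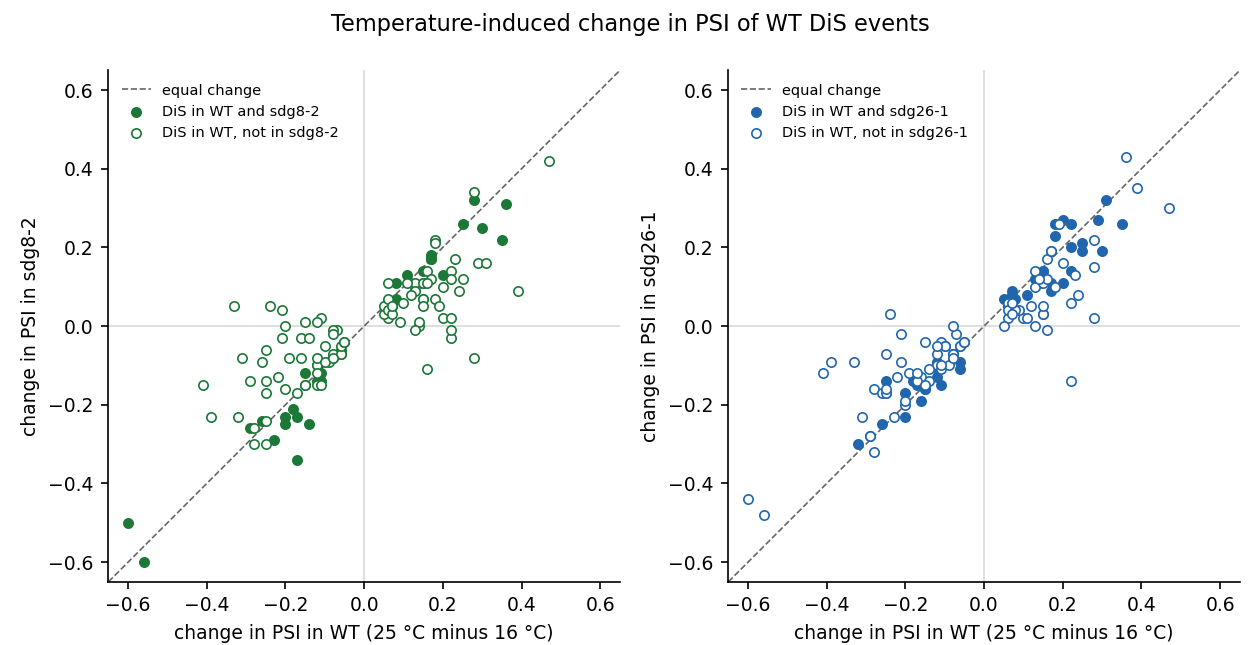
Change in PSI (25 °C minus 16 °C) of the 129 WT DiS events in WT (horizontal axis) and in *sdg8-2* or *sdg26-1* (vertical axis), 1 point per event from pooled replicates. Filled points were also DiS in the mutant, and the dashed line marks an equal change; most points lie between this line and the line of no change in the mutant.

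The direction of this difference followed the genotype in which the events had been called. In the 154 *sdg8-2* DiS events D was −0.325, with medians of 0.1 in WT and 0.15 in *sdg8-2*. In the 215 *sdg26-1* DiS events it was −0.307, with medians of 0.08 and 0.14. In events called in the genotype left out of the comparison D had no clear sign. It was 0.0512 for *sdg8-2* (95% of resampled distances −0.121 to 0.121), with medians of 0.08 in WT and 0.09 in *sdg8-2*. For *sdg26-1* it was 0.039 (−0.104 to 0.123), with medians of 0.1 in WT and 0.09 in *sdg26-1*.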

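The IR event of AT3G08840 had a larger change in WT than in either mutant, and in *sdg8-2* its PSI differed from that of WT mainly at 16 °C. This gene, on chromosome 3 of TAIR10.1 from 2679435 to 2686296 (reverse strand), encodes a D-alanine-D-alanine ligase family protein. In WT its PSI rose from 0.11 at 16 °C to 0.35 at 25 °C, a change of 0.24. In *sdg8-2* the PSI was 0.28 and 0.37 (a change of 0.09) and in *sdg26-1* 0.2 and 0.28 (a change of 0.08), and neither was called in the authors' deposited table. AT3G55080, on chromosome 3 from 20411342 to 20416043 (reverse strand), encodes a SET domain-containing protein. The PSI of its A3 event rose from 0.12 to 0.34 in WT and from 0.11 to 0.25 in *sdg26-1*, both DiS. In *sdg8-2* its PSI was 0.27 at 16 °C and 0.24 at 25 °C, a change of −0.03 that was not called.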

Consistent with the contribution of H3K36me3 in temperature-induce splicing, only a minority of DiS genes in WT were also DiS in *sdg8-2* and *sdg26-1* (Additional file 2: Figure S4B), while many events are affected by the decreased levels of H3K36me3 (Additional file 5: Table S4). For example, reduction of H3K36me3 in the mutants disturb temperature-induced AS of flowering time genes, such as *FLM* and *MAF3*, the splicing regulators *SCL33* and *U2AF65B*, and the circadian clock gene *PRR7* (Additional file 5: Table S4).

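Of the 129 WT DiS events in the authors' deposited table, 33 were also DiS in *sdg8-2* (25.6%) and 47 in *sdg26-1* (36.4%). By gene, 31 and 45 of the 115 WT DiS genes had a DiS event in the respective mutant. Shared with *sdg8-2* was an A3 event of AT3G63340, annotated as a kinase superfamily gene, with a PSI that rose from 0.49 to 0.77 in WT and from 0.45 to 0.77 in *sdg8-2*, beside 0.53 and 0.75 in *sdg26-1*, not called. Shared with *sdg26-1* was an IR event of *NUDX13* (AT3G26690), which encodes a nudix hydrolase, rising from 0.08 to 0.39 in WT and from 0.18 to 0.5 in *sdg26-1*, beside 0.24 and 0.4 in *sdg8-2*, not called. No event called in 2 genotypes changed in opposite directions. Many events were DiS in the mutants but not in WT, 102 of them in *sdg8-2* alone, 149 in *sdg26-1* alone and 19 in both mutants. Of the *sdg8-2* DiS events, 21.4% were also DiS in WT, and of the *sdg26-1* DiS events 21.9%.

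**Figure D2:**
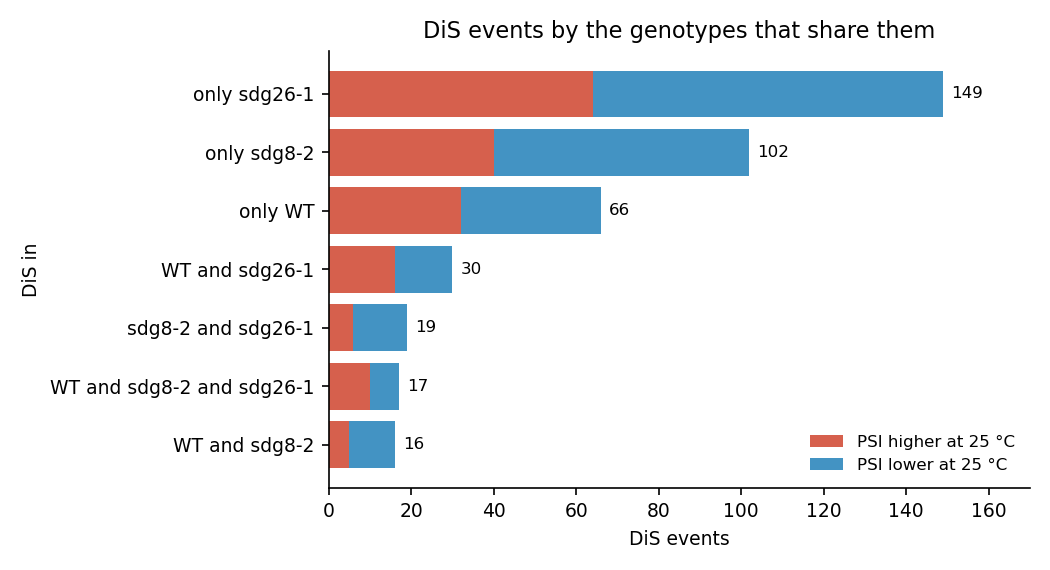
Number of DiS events by the genotypes in which they were called, split into events with higher (red) and lower (blue) PSI at 25 °C. The largest groups are the 149 events called in *sdg26-1* alone and the 102 called in *sdg8-2* alone.

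The overlap depends on the call in the mutant. Without regard to that call, 90 of the WT DiS events (69.8%) had in *sdg8-2* a PSI difference in the WT direction of at least 0.5 of the WT change, and 101 (78.3%) had one in *sdg26-1*. The paper sets the minority of WT DiS genes that were also DiS in the mutants beside its proposal that H3K36me3 contributes to temperature-induced splicing.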

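The named genes differed in the mutant in which their WT DiS events were also called in the authors' deposited table. *FLM* (AT1G77080, chromosome 1 of TAIR10.1 from 28955483 to 28960234), which encodes a MADS-box repressor of flowering, had an A5 event that fell from a PSI of 0.89 to 0.69 in WT and from 0.87 to 0.7 in *sdg26-1*. Its IR event rose from 0.11 to 0.25 in WT and from 0.11 to 0.22 in *sdg26-1*. Both *FLM* events are listed at 0 in *sdg8-2* at both temperatures, the only such values in the table. The ES event of *MAF3* (AT5G65060, chromosome 5 from 25987309 to 25991412), a relative of *FLM*, rose from 0.24 to 0.42 in WT and from 0.18 to 0.44 in *sdg26-1*, and its values of 0.18 and 0.39 in *sdg8-2* were not called.
Of the splicing regulators, *SCL33* (AT1G55310, chromosome 1 from 20629698 to 20633007) encodes an SC35-like splicing factor. Its ES event rose from 0.73 to 0.9 in WT and from 0.7 to 0.87 in *sdg8-2*, and its values of 0.68 and 0.87 in *sdg26-1* were not called. *U2AF65B* (AT1G60900, chromosome 1 from 22423894 to 22428053) encodes a large subunit of the U2 snRNP auxiliary factor, and both of its events were DiS in WT alone. The IR event rose from 0.44 to 0.59 in WT, beside 0.57 and 0.64 in *sdg8-2* and 0.54 and 0.57 in *sdg26-1*. The A3 event fell from 0.52 to 0.3 in WT, beside 0.52 and 0.39 in *sdg8-2* and 0.54 and 0.41 in *sdg26-1*. The clock gene *PRR7* (AT5G02810, chromosome 5 from 637681 to 642030, reverse strand) had 3 listed events. One ES event was DiS in all genotypes, with changes of −0.08 in WT, −0.08 in *sdg8-2* and −0.07 in *sdg26-1*. A second ES event was called in WT alone, with changes of −0.05, −0.04 and −0.04, and an IR event in *sdg26-1* alone, with changes of 0.11, 0.08 and 0.08.

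**Figure D3:**
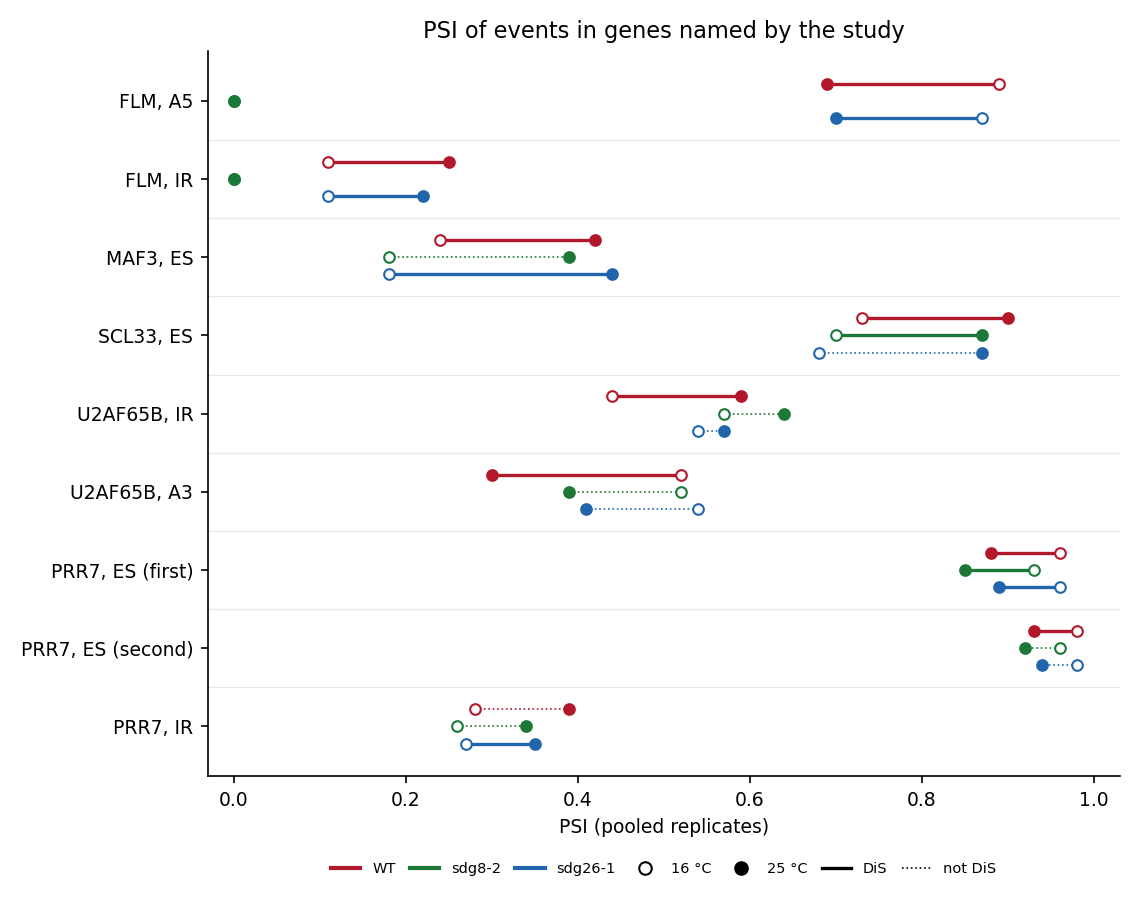
PSI at 16 °C (open circles) and 25 °C (filled circles) of the events in *FLM*, *MAF3*, *SCL33*, *U2AF65B* and *PRR7* in WT (red), *sdg8-2* (green) and *sdg26-1* (blue), from pooled replicates. Solid lines join values called DiS and dotted lines those not called; the *FLM* events are listed at 0 in *sdg8-2*.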

Because we noticed various cases in which DiS and H3K36me3 deposition were not perfectly co-localized, we investigated if there is a correlation between the location of temperature-dependent H3K36me3 deposition and temperature-dependent AS. 

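Of the WT DiS events in the authors' deposited table, 66 events in 63 genes were DiS in neither mutant and 17 events in 16 genes were DiS in both. Of the 66, an A3 event of *LUH* (AT2G32700), which encodes a LEUNIG-related corepressor, fell from a PSI of 0.52 to 0.37 in WT, beside 0.4 and 0.41 in *sdg8-2* and 0.41 and 0.37 in *sdg26-1*. An A5 event of *SRT2* (AT5G09230), which encodes a sirtuin, rose from 0.65 to 0.81 in WT, beside 0.77 and 0.66 in *sdg8-2* and 0.76 and 0.75 in *sdg26-1*. An A5 event of *RDR6* (AT3G49500), which encodes an RNA-dependent RNA polymerase of gene silencing, fell from 0.67 to 0.43 in WT, beside 0.49 and 0.54 in *sdg8-2* and 0.5 and 0.53 in *sdg26-1*. Among the 17 was an IR event of the clock gene *LNK2* (AT3G54500). It rose from 0.18 to 0.53 in WT, from 0.24 to 0.46 in *sdg8-2* and from 0.26 to 0.52 in *sdg26-1*. An IR event listed under *AAE18* (AT1G55320), which encodes an acyl-activating enzyme, had changes of 0.3, 0.25 and 0.19. The events of *AAE18* and of its neighbour *SCL33* carry the same assembled locus. An ES event of the splicing factor gene *RS40* (AT4G25500) fell in all genotypes, with changes of −0.18, −0.21 and −0.14.
The 66 events had a median absolute change of 0.15 in WT, 0.075 in *sdg8-2* and 0.08 in *sdg26-1*. The PSI difference was in the WT direction in 57 of these events in *sdg8-2* and in 60 in *sdg26-1*, and 20 had under 0.5 of the WT change in both mutants. Smaller changes in the mutants are expected here from the selection, which took events called in WT and in neither mutant. The 102 events called in *sdg8-2* alone had median changes, along their direction in *sdg8-2*, of 0.07 in WT, 0.135 in *sdg8-2* and 0.07 in *sdg26-1*. For the 149 called in *sdg26-1* alone, along their direction there, these medians were 0.06, 0.07 and 0.13. The 17 events had a median absolute change of 0.15 in WT and 0.14 in each mutant. If the classes are set by the size of the change in place of the call in the mutants, 82 of the WT DiS events kept at least 0.5 of the WT change, in the same direction, in both mutants.
In the annotation of the paper's Table S4, 64 of the 66 events and 16 of the 17 lie in genes that carry H3K36me3. The paper's table marks a broader H3K36me3 region at 25 °C for 52 of the 66 and 15 of the 17, and a broader region at 16 °C for 31 and 5 of them. Over all 398 events of that table, 367 lie in genes with the mark, 292 have a broader region at 25 °C and 188 at 16 °C. The distance of events to H3K36me3 regions was not analysed here.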

We categorized temperature-induced AS events as H3K36me3-dependent if the events are affected by loss of H3K36me3 (significantly DiS in the WT but not in the *sdg8* and *sdg26* mutants) and H3K36me3-independent if the events are not affected by the loss of H3K36me3 (significantly DiS in all the genotypes). H3K36me3-dependent events tend to be located closer to an H3K36me3 region compared with H3K36me3-independent events (Additional file 2: Figure S4C).

We further characterized to which biological processes the genes are associated that undergo DiS in the *sdg8-2* and *sdg26-1* mutants (Fig. 3d). We observed GO categories such as “regulation of flower development” or “gene silencing” to be no longer overrepresented in *sdg8-2* and *sdg26-1*, while GO categories related to metabolic processes appeared higher overrepresented in the mutants.

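The enrichment of GO categories was not repeated here, since the table lists called events alone and no set of tested genes to compare with. In its place, the members of gene lists were counted in the authors' deposited table. The lists were set after the paper's supplementary PSI values and calls had been read. The numbers of members with an event are therefore not independent of the data. Of 38 flowering time genes, 2 had events listed, *FLM* and *MAF3*, with 3 DiS events in WT, 0 in *sdg8-2* and 3 in *sdg26-1*. The count of 0 does not show a loss of the response in *sdg8-2*, since the *FLM* events are listed at 0 there and may not have been estimated, and the difference between temperatures in *MAF3* was not smaller there than in WT. Of 26 clock genes, 5 had events listed, with DiS events in 3 genes in WT, 2 in *sdg8-2* and 4 in *sdg26-1*. The clock-associated gene *COR27* (AT5G42900) was DiS in WT alone, where the PSI of an A3 event rose from 0.15 to 0.33, beside 0.18 and 0.25 in *sdg8-2* and 0.17 and 0.27 in *sdg26-1*. An ES event of *LNK1* (AT5G64170) was called in *sdg26-1* alone, where it fell from 0.54 to 0.44, although its values of 0.6 and 0.48 in *sdg8-2* lie further apart; those in WT were 0.56 and 0.49. An A5 event of *JMJ30* (AT3G20810), which encodes a jumonji-domain protein, was also called in *sdg26-1* alone, where it rose from 0.68 to 0.91, beside 0.84 and 0.92 in WT and 0.78 and 0.9 in *sdg8-2*.
Of 40 splicing factor genes, 13 had events listed, and 5 of them were DiS in WT, 5 in *sdg8-2* and 7 in *sdg26-1*. *U2AF65A* (AT4G36690) was DiS in *sdg8-2* alone, with an A3 event that fell from 0.66 to 0.43 and an IR event that rose from 0.29 to 0.46, beside 0.68 and 0.57 and 0.28 and 0.39 in WT and 0.69 and 0.55 and 0.3 and 0.41 in *sdg26-1*. An ES event of *PTB1* (AT3G01150) was called in *sdg26-1* alone, where it fell from 0.83 to 0.66, beside 0.83 and 0.78 in WT and 0.83 and 0.76 in *sdg8-2*. A pair of IR events of *SR34b* (AT4G02430), also called in *sdg26-1* alone, fell from 0.85 to 0.65 and from 0.75 to 0.54, beside 0.79 and 0.72 and 0.62 and 0.61 in WT and 0.77 and 0.64 and 0.64 and 0.55 in *sdg8-2*. An A3 event of *SR30* (AT1G09140) was also called in *sdg26-1* alone, where it rose from 0.14 to 0.28, although its WT values of 0.16 and 0.33 lie further apart; those in *sdg8-2* were 0.13 and 0.25. Of 46 genes of chromatin and histone modification, 7 had events listed, of which 4 were DiS in WT, 2 in *sdg8-2* and 3 in *sdg26-1*. *TPR1* (AT1G80490), which encodes a TOPLESS-related corepressor, was called in WT alone (0.4 to 0.53), although the change was as large in *sdg26-1* (0.36 and 0.5) and nearly so in *sdg8-2* (0.39 and 0.49). *SHL* (AT4G39100), which encodes a PHD finger protein, was called in *sdg8-2* alone (0.4 to 0.2), beside 0.36 and 0.25 in WT and 0.34 and 0.27 in *sdg26-1*. Of 8 genes of mRNA decay, *VCS* (AT3G13300), which encodes a part of the decapping complex, had an IR event that fell in *sdg8-2* (0.8 to 0.63) and in *sdg26-1* (0.78 to 0.64), beside 0.75 and 0.65 in WT. Of 14 auxin genes, *ARF2* (AT5G62000) was called in *sdg26-1* (0.14 to 0.09), beside 0.11 and 0.07 in WT and 0.13 and 0.09 in *sdg8-2*. Of 6 leaf photosynthesis genes, counted as markers of leaf tissue in the dissected apices, *RCA* (AT2G39730) had an A5 event with changes of −0.06, −0.06 and −0.05, DiS in all genotypes. The lists of 15 light signalling, 8 heat response and 7 shoot meristem genes had no listed event. The lists include genes that the paper names, and the counts were not tested for a difference between genotypes.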

Finally, we investigated if *sdg8-2* and *sdg26-1* mutants are only affected in temperature-induced AS or generally in the regulation of splicing. 

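Between WT and *sdg8-2* at 16 °C, 73 of the 399 listed events differed by at least 0.1 in PSI, 45 of them higher and 28 lower in *sdg8-2*, and between WT and *sdg26-1* 57 events, 27 higher and 30 lower in *sdg26-1*. The median absolute difference was 0.04 for *sdg8-2* against WT at 16 °C and 0.03 for *sdg26-1*. The mutants differed from each other at 16 °C by at least 0.1 in 57 events. At 25 °C, 60 events differed by this much between WT and *sdg8-2*, and 38 between WT and *sdg26-1*.
An A5 event of AT3G04450, which encodes a homeodomain-like protein, had a PSI of 0.77 in WT and 0.27 in *sdg8-2* at 16 °C. An IR event of *RPP4* (AT4G16860), a disease resistance gene, had 0.54 in WT and 0.99 in *sdg8-2*, and an IR event of AT5G26160 had 0.62 in WT, 0.93 in *sdg8-2* and 0.86 in *sdg26-1*. The largest difference between WT and *sdg26-1* at 16 °C was in an IR event of *ATG18F* (AT5G54730), which encodes an autophagy-related protein, with 0.49 and 0.82. The genes with the largest differences at 16 °C were chosen after their values had been seen.

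**Figure D4:**
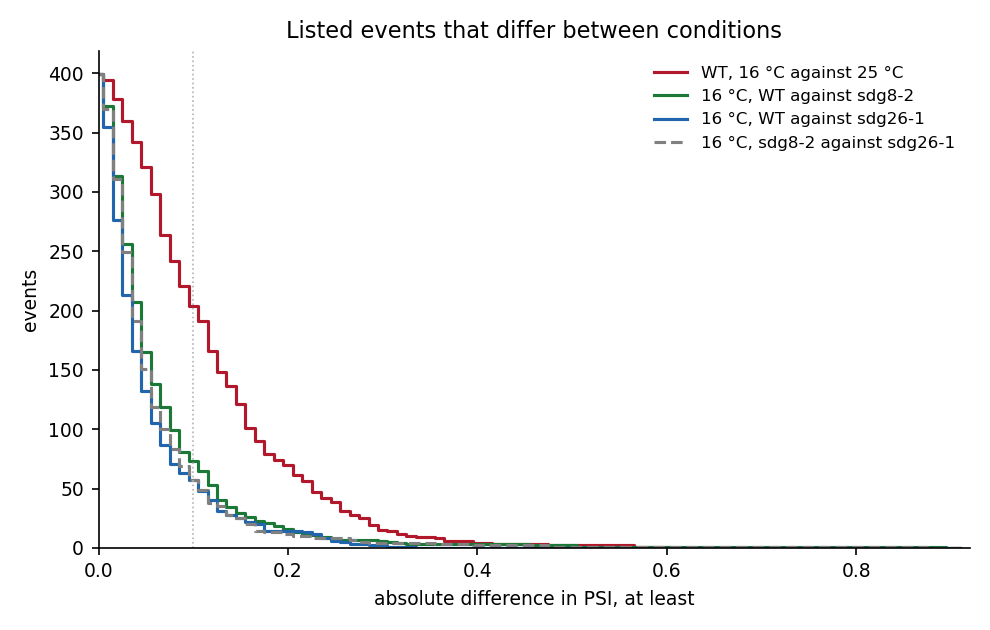
Number of the 399 listed events (vertical axis) whose PSI differs between 2 conditions by at least the value on the horizontal axis, from pooled replicates. The dotted line marks 0.1, where 73 and 57 events differed between WT and the mutants at 16 °C and 204 between temperatures in WT, all of them events selected on a call between temperatures; differences beyond 0.6 come from the *FLM* A5 event listed at 0 in *sdg8-2*.

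The paper's Table S5, which rests on the paper's own calls across all events, lists 41 events for *sdg8-2* and 18 for *sdg26-1*, of which 10 and 9 are among the 399. Every event counted here was listed because it was called between temperatures in at least 1 genotype, so these counts cannot show whether genotype or temperature has the larger effect on splicing. The counts also move with the difference required: at least 0.05 gave 165 events for *sdg8-2* and 132 for *sdg26-1*, and at least 0.2 gave 16 and 14.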

We calculated ΔPSI between WT and *sdg8-2* or *sdg26-1* growing at 16 °C. Only a small set of genes show changes in splicing pattern in the mutants (Additional file 6: Table S5). These results highlight a specific function for H3K36me3 in the regulation of high temperature-induced AS.

In conclusion, the higher levels of H3K36me3 in high ambient temperature-induced DiS genes (Fig. 2) and the altered temperature-induced AS for several genes in H3K36me3 mutants (Fig. 3) demonstrate a role of H3K36me3 in regulating temperature-induced AS in Arabidopsis.

### Mutations in H3K36me3 writers, eraser, or readers affected high temperature-induced flowering

In order to investigate the biological relevance of the observed molecular events, we investigated whether a lack of H3K36me3 deposition or lack of proteins recognizing this histone modification affects ambient temperature-controlled flowering. Arabidopsis WT and the H3K36me3 methyltransferase mutants, *sdg8-2* and *sdg26-1*, were grown at 16 °C for five weeks and then maintained at 16 °C or transferred to 25 °C. We quantified temperature response as the ratio in days to bolting (DTB, Fig. 4) or rosette leaf number (RLN, Additional file 2: Figure S5) at low ambient temperatures over the DTB or RLN at high ambient temperatures. Thus, for a genotype that accelerates flowering in higher ambient temperatures, this ratio is higher than 1, as we observed in WT, while for a plant not responding to temperature, this ratio would be 1 [46]. As expected, the increase in temperature accelerated flowering in WT plants (Fig. 4 and Additional file 2: Figure S5). In contrast, *sdg8-2* and *sdg26-1* plants flowered at similar time points (ratio close to 1) at both temperatures (Fig. 4b and Additional file 2: Figure S5A). The significant difference in temperature response between WT plants and the H3K36me3 methyltransferase mutants (Fig. 4b and Additional file 2: Figure S5A) indicates that H3K36me3 is required for temperature-induced flowering.

**Fig. 4:**
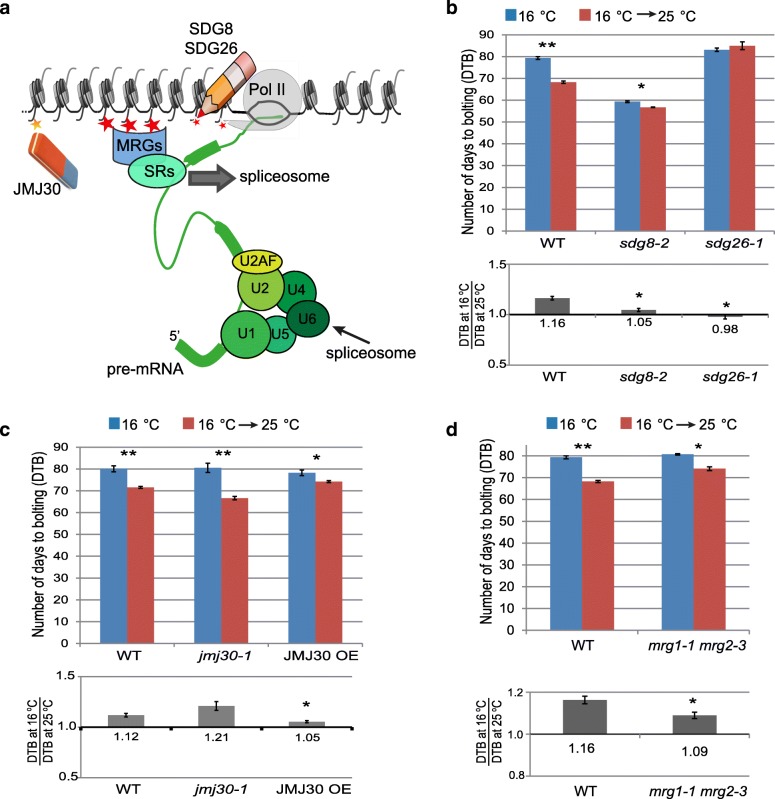
Temperature induced-flowering is compromised in mutant of H3K36me3 writers, eraser, and readers. **a** *Cartoon* illustrates regulation of H3K36me3 and splicing according to the adaptor-complex model in Arabidopsis. H3K36me3 modified histones are bound by an adapter, such as MRG1 and MRG2, that interacts with splicing regulators (SRs), such as PTB. The splicing regulators act in promoting or preventing AS. **b** Flowering time of WT, *sdg8-2*, and *sdg26-1* plants growing at 16 °C constantly or moved to 25 °C after five weeks. In the top *histogram*, flowering time is expressed as numbers of DTB. In the bottom *histogram*, the ratio of DTB between the two conditions is shown. In plants with low levels of H3K36me3, flowering is not promoted by higher temperature. ** indicates significant differences at *p* value < 0.001 while * indicates *p* value < 0.05 according to the Student’s t-test. **c** Flowering time of WT, *jmj30-1*, and *JMJ30-OE* plants is shown as in (**b**). Loss of JMJ30 increases the response to temperature-induced flowering, while an increase in JMJ30 activity causes an opposite effect. **d** Flowering time of WT, *mrg1-1 mrg2-3* plants are shown as in (**b**). *mrg1-1 mrg2-3* plants are less responsive to temperature

We also characterized the flowering time response upon a temperature change for the H3K36me3 demethylase mutant *jmj30-1* and for a previously published *JMJ30* overexpression line (*JMJ30-OE*) [47] (Fig. 4c and Additional file 2: Figure S5B). In agreement with the previous experiment we found that *jmj30-1* is more sensitive to the temperature while *JMJ30-OE* is less responsive in temperature-induced flowering (Fig. 4c and Additional file 2: Figure S5B).

In mammals, H3K36me3 has been shown to regulate AS via the adapter-complex model: the protein complex H3K36me3–MRG15–PTB forms a splicing–chromatin co-transcriptional architecture that can bring the splicing machinery in the vicinity of chromatin (Fig. 4a) [32]. In Arabidopsis, the *MRG15* homologs *MORF RELATED GENE 1* (*MRG1*) and *MRG2* are able to bind to H3K36m3 modified histones, as is the case for the human *MRG15* [48]. Moreover, the characterization of *PTB* homologs in Arabidopsis (*PTB1*, *PTB2*, and *PTB3*), reveals their role in the regulation of splicing of flowering time genes, including *FLM* [49]. In the proposed adaptor-complex model [31], the H3K36me3 readers *MRG1* and *MRG2* proteins play a pivotal role. In agreement with this model, we found that *mrg1-1 mrg2-3* mutant plants are less sensitive to temperature-induced flowering than the WT (Fig. 4d and Additional file 2: Figure S5C).

Remarkably, none of the investigated mutant genotypes show strong pleiotropic defects throughout plant development (Additional file 2: Figure S6), in contrast to what was previously observed for core-splicing factor mutants [25, 50–54]. This is in line with our finding that in the H3K36me3 mutants splicing as such is not much affected, but that the defects are specifically for high ambient temperature-induced DiS.

In conclusion, mutations in H3K36me3 writers, an eraser, and readers affect plant response to ambient temperature changes, suggesting a role of this histone mark in plasticity to this environmental cue.

## Discussion

In plants, AS of pre-mRNA is a key mechanism to generate protein diversity and also allows rapid changes in transcript abundance via NMD [55]. In temperature sensing, AS represent a fast and flexible way to confer plasticity in plant development. Our time-series experiments highlight a rapid and rather stable response of changes in splicing upon a temperature change. We found genes belonging to many biological processed to be regulated by temperature-induced AS, such as circadian rhythm and flowering time control, as well as many genes coding for splicing regulators.

The co-transcriptional nature of splicing creates opportunities for cross-regulation between splicing and chromatin landscape. Recent finding indicated that introns are spliced immediately after their transcription [56], indicating the need of a fast recruitment of splicing regulators to the nascent pre-mRNA. In mammals, histone modifications contribute to the regulation of splicing, but whether epigenetic regulation of splicing occurs in plants is unknown. Our results indicate a direct role for histone modifications in AS regulation in plants, highlighting conservation between mammals and plants. However, while in mammals H3K36me3 prevalently regulates ES [32], we found that H3K36me3 is equally involved in the regulation of all type of AS events in plants. Furthermore, in *Arabidopsis* H3K36me3 specifically affects ambient temperature-induced splicing regulation.

While our findings highlight a key role for H3K36me3 in the regulation of ambient temperature-induced splicing, the exact molecular mode of action still remains to be elucidated. Our results do not exclude the kinetic model, neither the adapter-complex model, which have been proposed to explain the linkage between chromatin modifications and AS [28, 31]. Instead, our data suggest that both mechanisms can play a role in H3K36me3 mediated temperature-induced AS. A reduced response to temperature in flowering induction observed in the *mrg1-1 mrg2-3* double mutant suggests that H3K36me3 presence affects splicing outcome at least partially by influencing the recruitment of splicing regulators via a chromatin-binding protein (adapter-complex model). Nevertheless, the preferential location of the H3K36me3 mark in the proximity of H3K36me3 dependent AS events could also point to an effect on transcription speed in support of the kinetic model. In agreement, transcription rate was found to be affected by temperature in Arabidopsis [57]. Additionally, deposition of the Histone 2 variant H2A.Z, which was associated to temperature-mediated flowering time control in Arabidopsis [58], was recently found to affect transcription elongation kinetics and AS in yeast, and especially under destabilizing conditions, such as high temperature [59, 60]. These observations and our results are in favor of the kinetic model. Nevertheless, further research will be essential to characterize the molecular mode(s) of action of H3K36me3 temperature-induced AS regulation in depth.

We show that H3K36me3 plays a key role in the regulation of temperature-induced flowering. Flowering time is a key developmental process, because a proper timing in the switch from the vegetative to the reproductive phase ensures plant fitness. We found that key regulators in the ambient temperature-controlled flowering time pathway are subject to H3K36me3 level dependent AS. However, H3K36me3 may also affect temperature-induced flowering indirectly by affecting splicing of upstream regulators of flowering time genes. For example, the temperature DiS gene *VIL2* regulates the ambient temperature-associated flowering time gene *MAF5* [40]. Alternatively, the effects on ambient-temperature dependent flowering time can be the result of differential gene expression in the various studied H3K36me3-linked mutants.

## Conclusions

AS of pre-mRNA is a key mechanism to generate protein diversity or to regulate transcript isoform abundance and it allows rapid changes in the transcriptome. In temperature sensing, AS represents a fast and flexible way to confer plasticity in plant development. The co-transcriptional nature of splicing creates opportunities for cross-regulation between splicing and chromatin landscape. In mammals, histone modifications contribute to the regulation of splicing. Here we show a direct role for histone modifications in AS regulation in plants. We reveal a key role for H3K36me3 in the control of temperature-induced AS and in temperature-dependent flowering time control in Arabidopsis.

Besides that AS of key regulatory genes confers plasticity, because it is a fast and reversible response to changing environmental conditions, our findings on the role of H3K36me3 in this process open interesting prospective for a memory of temperature mediated AS. It is tempting to speculate that temperature variation is memorized in the chromatin landscape via H3K36me3 deposition, leading to a specific splicing pattern, which allows the memory of environmental conditions during the life cycle and a possible adaptation to a rapidly changing climate.

## Methods

### Plant material and growth conditions

Seeds of knock-out lines, *sdg8-2* Salk_026442 [45], *sdg26-1* Salk_013895 [44], *jmj30-1* (N67787) [47], and the overexpression line JMJ30 (N67797) [47], were obtained from the Nottingham Arabidopsis Stock Center (NASC). Seeds of knock-out line *mrg1-1 mrg2-3* [48] were a gift from Toshito Ito (Temasek Life Sciences Laboratory, Singapore). All plants were grown under short day conditions (8 h light, 16 h dark) on rock-wool at 16 °C for five weeks. Plants were left at the same temperature or moved at 25 °C (6 h after lights on). WT Col-0 plants for the time series RNA-seq experiments were grown in growth cabinets with LED lamps with light at intensity of 200 μmol m-2 s-1 and humidity of 75%. WT and mutant lines for the RNA-seq and flowering time assay were grown in walk-in climate growth chambers with fluorescent lamps with light at intensity of 185 μmol m-2 s-1 and humidity of 65%.

### RNA-seq experiments

Three biological samples were generated for each condition. For each sample, tissue from approximately ten plants was collected 4 h after light on for the time-series experiment and between 4 h and 7 h after light on for the mutant experiment. Using jeweler’s forceps, leaves were removed to obtain SAM enriched tissue. Total RNA was extracted using the InviTrap Spin Plant RNA Mini Kit (REF: 1064100300) from Invitek according to the manufacturer’s protocol. DNAse treatment was performed to remove genomic DNA. DNase I digestion was performed on total RNA using Turbo DNase from Ambion according to the manufacturer’s protocol. RNA integrity was checked on 1% (w/v) agarose gel after DNase I treatment. Samples were prepared for Illumina sequencing using the TruSeq Stranded mRNA Sample Prep kit (REF: 15032613) from Illumina according to the manufacturer’s protocol. Libraries were analyzed on the Bioanalizer and quantified with the qBit before pooling for sequencing on HiSeq2500. Two lanes on a 125pb PE run were used.

### RNA-seq data analysis

RNA-seq reads were mapped against the *Arabidopsis thaliana* genome version TAIR10 (www.arabidopsis.org) using TopHat2 [61]. To improve TAIR10 transcript annotation, reference-based full-length transcript isoform reconstruction was performed for each experiment separately using Cufflinks [62]. Cuffmerge, which is part of the Cufflinks package, was finally used for merging the individual cufflinks results into an overall set of full-length transcripts. Custom python scripts were used for detecting the following type of alternative splicing events: IR, ES, A5, A3, and MXE. MISO software [63] was used to quantify AS-events (PSI values) in each individual sample and in pooled samples that were generated by merging the replicates of each condition. MISO, which also used for the differential splicing analyses, does not have built-in methods for analyzing experimental replicates. As suggested by the authors of MISO, we used the pooled samples for the actual differential splicing test and the individual replicates for filtering AS events based on the following two rules: first, we only considered those AS events that were supported by at least 20 isoform-specific reads in all at least two of the replicates of the conditions under comparison; second, the within-condition PSI differences were required to be smaller than the between-condition PSI differences. Finally, AS events that met the criteria and for which the compare-sample module of MISO returned a Bayes factor of at least 5 were considered significant.

To retrieve differentially expressed genes upon the temperature changes, the number of fragments mapping to TAIR10 annotated genes was determined using HTseq count [64]. Differentially expressed genes were detected using DESeq2 [65].

### GO analysis

GO analysis was performed using the Cytoscape plugin BiNGO [66] using the most recent go-basic ontology file and Arabidopsis gene association file from The Gene Ontology Consortium [67]. Overrepresentation was tested using a hypergeometric statistical test and the Benjamini–Hochberg false discovery rate correction was used. GO category was considered significantly overrepresented if corrected *p* value < 0.05 and at least five genes were present.

### ChIP-seq experiments

Four independent biological replicates for each temperature were generated. For each sample, 0.5 g of plant material was used per biological replicate. Material was collected from plants growing at 16 °C, as well as from plants one day after the plants were moved to 25 °C (5–6 h after lights on). Using jeweler’s forceps, leaves were removed to obtain SAM-enriched tissue. ChIP experiments were performed following a previously published protocol [68]. After the preclearing step, the sample was split, one aliquot was incubated with anti-H3K36me3 antibody (ab9050, abcam) [69, 70], and the other with anti-H3 antibody (ab1791, abcam). Samples were prepared for Illumina sequencing using the ThruPLEX DNA-seq Kit (Cat. No: R400429) from Rubicon Genomics according to the manufacturer’s protocol. Libraries were analyzed on the Bioanlizer and quantified with the qBit before pooling for sequencing on HiSeq2500. In total three lanes on the chip were used and sequenced 50 bp single run (SR).

### ChIP-seq data analysis

FASTQ files were mapped to the Arabidopsis thaliana genome TAIR10, using Bowtie [61], using the default parameters. Reproducibility between biological replicates was assessed using the Pearson correlation for the genome-wide reads distribution at each pair of replicates using DeepTool [71]. We used “multiBamSummary” function with default parameters except for “bin size” that was set to 1 kb and “plotCorrelation” function of deepTools2 in Galaxy (http://deeptools.ie-freiburg.mpg.de/). Regions with very large counts were removed to avoid bias in the Pearson correlation (Additional file 2: Figure S7). To identify H3K36me3 modified nucleosome positions, we used DANPOS2 [72]. We used the “Dpeak” function in DANPOS2 with default parameters, except for the parameter – l (read extension length) that was set to 150 bp, the size of mononucleosomal DNA. Genomic regions were associated with genes if located within the start and the end of the gene using the “intersect” function of BEDTools [73]. The “Profile” function from DANPOS2 was used to retrieve H3K36me3 occupancy profiles around the TSS and the transcription termination site (TTS).

### Flowering time assay

For flowering time analyses, plants were randomly arranged in trays and grown under white light (185 μmol m-2 s-1) in short day conditions (8 h light, 16 h dark) in walk-in climate chambers with humidity of 65%. Trays were rearranged every two days and nutrient was supplied by sub-irrigation. After five weeks of growth at 16 °C, half of the plants were moved to the 25 °C growth chamber. Flowering time was quantified by determining the time until the macroscopic appearance of the first flower bud (DTB), screening was done every two days and by counting RLN after bolting of all plants in the tray. The experiment was performed in three biological replicates with 15 plants in each replicate for each genotype/condition. Data are shown as average of ratios between the replicates. Student’s t-tests were calculated with GraphPad QuickCalcs.

## Additional files

Additional file 1: Table S1. List of significant (see Methods) DiS events in at least one 25 °C time point (day 1, 3, or 5) compared to the 16 °C. (XLSX 75 kb)

Additional file 2: Supplementary Figure S1-S7. Temperature induced AS events. **Figure S2.** H3K36me3 dynamics upon the temperature change. **Figure S3.** Quantitative change in H3K36me3 (ChIP-seq output) at the same location of a DiS event (RNA-seq output) for the circadian clock genes PRR3 and PRR7. **Figure S4.** Temperature-induced AS in sdg8-2 and sdg26-1. **Figure S5.** Changes in H3K36me3 levels and mrg1 mrg2 affect temperature induction of flowering. **Figure S6.** Changes in H3K36me3 levels do not cause pleotropic effects on plant development. **Figure S7.** Pearson correlation of ChIP-seq experiments. (PDF 1186 kb)

Additional file 3: Table S2. DEGs between 16 °C and 25 °C day 1 (sheet1), 16 °C and 25 °C day 3 (sheet2), 16 °C and 25 °C day 5 (sheet3). DEGs are defined as genes with a change in expression of log2 Fold Change |1| and adjusted *p* value according to the BH method for controlling false discovery < 0.05. (XLSX 518 kb)

Additional file 4: Table S3. H3K36me3 modified regions at 16 °C or 25 °C day 1 and quantitative comparison obtained with DANPOS2. (XLSX 15623 kb)

Additional file 5: Table S4. List of significant (see “Methods”) DiS events between 16 °C and 25 °C day 1 in at least one mutant genotype. (XLSX 5555 kb)

Additional file 6: Table S5. List of significant (see “Methods”) DiS events between WT and *sdg8-2* and events between WT and *sdg26-1* at 16 °C. (XLSX 17 kb)

How the deposited data were processed for this re-analysis (not part of the article)

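RNA from SAM-enriched tissue of WT, *sdg8-2* and *sdg26-1* plants at 16 °C and 1 day after a move to 25 °C was sequenced, with 3 samples for each of the 6 conditions and 18 in all. The submitters' processing notes name TopHat2, Cufflinks and the TAIR10 genome, and the paper names MISO for the estimate of PSI and for the test. Versions of these tools are not given in the sources used here. The authors merged the replicates of each condition and estimated PSI as a fraction, the share of the spliced-in form among the transcripts of an event, and the deposited table gives 1 value with 2 decimals per event and condition. The authors' difference of PSI, 16 °C minus 25 °C, and the authors' yes or no call stand beside these values in the deposited table. The call required a Bayes factor of at least 5, at least 20 isoform-specific reads in at least 2 replicates, and a smaller difference within than between conditions. Every listed event was called in at least 1 of the 3 genotypes, so events that did not respond in any genotype are not in the table. The paper's Table S4 holds 398 of the 399 events, with the same PSI values and calls in all 398.

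The change in PSI was recomputed from the pooled values as 25 °C minus 16 °C and had the size of the authors' difference in every event. DiS events were counted from the authors' calls per genotype, direction, event type and gene. The absolute changes in WT and in each mutant were compared by the Kolmogorov-Smirnov distance D, with the sign showing which genotype had the smaller changes, and by paired differences. No p-value was computed, because events are not replicates and the table holds no values per replicate. Ranges are the middle 95% of 2000 resamples of events with a fixed seed, and the ranges of shares are exact Clopper-Pearson intervals over events. Both describe the spread over the listed events and not over plants. The depth behind each PSI value is unknown, so no interval from read counts is given. For differences between genotypes at 16 °C, events with a PSI difference of at least 0.1 were counted. The comparison by D was tested on simulated events in which all genotypes had the same change: events selected on the WT call gave a D of 0.282, events selected on the mutant's call −0.275, and events selected on the third genotype's call 0.017. With the mutant's change set to 0.5 of the WT change, selection on the genotype left out of the comparison gave a D of 0.456. In that simulation the genotype left out kept the full change, whereas in the data it is the other H3K36me3 mutant. A weaker change in both mutants was not simulated, so 0.456 is not the D to be awaited in that case. Each simulation used 20000 simulated events, with noise and a threshold of the call set by assumption and not fitted to the table. The threshold was a cut on the absolute change, higher than the smallest change called in the table. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

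Apart from the gene of the single MXE event and the genes with the largest differences at 16 °C, which were chosen after their values had been seen, the genes named in the text were taken by a rule set before the deposited table was opened, but after the paper's supplementary tables, which hold the PSI values and calls of 398 of its 399 events, had been read. The rule took every gene that the paper names in its results or Fig. 3 with an event in the table (14 of 28 genes), in each genotype the 5 DiS events with the largest change in each direction, the 5 WT DiS events with the largest and the 5 with the smallest drop of the absolute change in each mutant, the 5 events called in all genotypes with the largest mean change, and every member of the gene lists with a called event. The gene lists were set at the same time as the rule, for flowering time, circadian clock, splicing factors, chromatin and histone modification, auxin, light signalling, heat response, mRNA decay, shoot meristem and leaf photosynthesis. Gene names are those of the table, the paper or the RefSeq annotation of TAIR10.1, and *LNK2*, *LNK1* and *COR27* are common names of the identifiers given. Positions of genes are from the same annotation. Positions of the splicing events within the genes are not given in the table and were not reconstructed. Some assembled loci cover neighbouring genes, and an ES event listed under *AAE18* has the same changes as the ES event of *SCL33*. The same event may thus be listed under neighbouring genes, and whether any was counted more than once was not checked.

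The alternatives counted genes in place of events, required a smallest change, left out IR events or events listed at 0 in a mutant, used the signed change, took 1 event per gene, selected events on the call in the mutant or in the third genotype, used every listed event, and replaced the call in the mutant by the size of its change. The time-series RNA-seq, the ChIP-seq and the flowering time experiments were not analysed here. Tests per replicate and of gene expression were not run, because the table holds neither values per replicate nor read counts.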

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

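For 28 results, 101 alternatives were computed: 62 stayed within a set limit of the reported value, 30 moved from it and 9 reversed. For counts the limit was a wide ratio, and 106 events in place of 154 in *sdg8-2* still lay within it. Requiring an absolute change of at least 0.2 lowered the DiS events to 49 in WT, 56 in *sdg8-2* and 55 in *sdg26-1*. Leaving out IR events, the largest or second largest type, left 78 in WT, 106 in *sdg8-2* and 129 in *sdg26-1*. It left 33 of the 66 events called in WT alone, and 38 (*sdg8-2*) and 31 (*sdg26-1*) of the differences at 16 °C. Fewer events counted is the cause by construction. In events selected on the call in the mutant, D reversed to −0.325 for *sdg8-2* and −0.307 for *sdg26-1*, and the change was smaller in the mutant in 14.3% and 27.4% of events. With the third genotype's call, D was 0.0512 and 0.039, both with ranges covering negative and positive values. The change was then smaller in the mutant in 44.7% and 50.6% of events. With every listed event, D was −0.0526 and −0.103 and the shares were 41.6% and 43.9%. Without IR events the share for *sdg26-1* was 66.7%. D stayed positive in both mutants with 1 event per gene, without events listed at 0, without IR, with the signed change and with a WT change of at least 0.1. All of these keep the selection on the WT call, so they do not test its effect. The event kept per gene was the one with the largest WT change, and D was then 0.304 for *sdg8-2* and 0.27 for *sdg26-1*. With a WT change of at least 0.1 it was 0.363 and 0.314, and both choices select further on WT. Counting a WT DiS event as shared by its size in the mutant raised the shares for *sdg8-2*, *sdg26-1*, both and neither to 77.5%, 82.9%, 72.1% and 11.6% with at least 0.05 in the WT direction, to 69.8%, 78.3%, 63.6% and 15.5% with at least 0.5 of the WT change, and to 48.1%, 56.6%, 36.4% and 31.8% with at least 0.75 of it, the last of each set being lower than by the call. By size, 20 events in place of 66 had under 0.5 of the WT change in both mutants, and 82 in place of 17 had at least 0.5 in both. At 16 °C, a difference of at least 0.05 gave 165 and 132 events and of at least 0.2 gave 16 and 14. In events called in WT or in the mutant, the sign of D followed the selecting genotype, as in the simulated events. Larger changes in the mutants in part of the events could give the same sign. The reversal therefore does not decide between such changes and selection. For the other alternatives, including D with every listed event, the cause was not tested, apart from fewer events counted. The tests per replicate and of gene expression, with their alternatives, were not run, because the table holds 1 pooled PSI value per event and condition. No paired analysis was possible because the replicates of each condition were merged for the PSI values used here. The paper also describes PSI estimates for each sample, which were not available here. Depth per event is unknown, so PSI values from few and from many reads count alike, and calls in the mutants may have been missed at low depth in any of these counts.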

Differences from the paper's values

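Of the 11 values of the paper that were compared, all but the DiS counts of the mutants matched after rounding. The paper's Table S4 holds 153 DiS events in *sdg8-2* and 214 in *sdg26-1*, against 154 and 215 in the deposited table, which lists 1 event more. The count in WT is equal, and the D values printed in Fig. 3b match those given here after rounding. The paper's difference in PSI for the AT3G08840 and AT3G55080 events also matches once the sign is turned to 16 °C minus 25 °C.

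The paper names *FLM*, *MAF3*, *SCL33*, *U2AF65B* and *PRR7* as genes whose temperature-induced splicing is disturbed in the mutants. By the authors' calls, each of these genes has an event that was DiS in WT and not in at least 1 of the mutants. In *MAF3* and *SCL33* the size of the change was not smaller in either mutant, which the statement leaves open. The change of the *MAF3* ES event was 0.18 in WT, 0.21 in *sdg8-2* and 0.26 in *sdg26-1*, and that of the *SCL33* ES event was 0.17 in WT, 0.17 in *sdg8-2* and 0.19 in *sdg26-1*. In *U2AF65B* the change was smaller in both mutants, with values of −0.22, −0.13 and −0.13 in the A3 event and of 0.15, 0.07 and 0.03 in the IR event. The *PRR7* ES event called in WT alone differed between genotypes by 0.01.

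The paper describes the genes with changed splicing in the mutants at 16 °C as a small set. At a PSI difference of at least 0.1, a threshold set here and not the paper's call, 73 of the 399 listed events differed between WT and *sdg8-2*, and 8 of these are in the paper's Table S5. For *sdg26-1* it was 57 events, with 3 in that table. The paper's own calls at 16 °C were not recomputed here.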

Other observations

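Further members of the gene lists were DiS in the authors' deposited table. *SDG25* (AT5G42400), which encodes an H3K4 methyltransferase, had an A3 event called in *sdg8-2*, where PSI fell from 0.23 to 0.07, while the values not called were 0.05 and 0.18 in WT and 0.13 and 0.15 in *sdg26-1*. Its IR event fell from 0.93 to 0.61 in *sdg26-1*, beside 0.96 and 0.84 in WT and 0.88 and 0.87 in *sdg8-2*. Among the splicing factors, an A5 event of *RS31a* (AT2G46610) fell from 0.67 to 0.42 in *sdg26-1*, beside 0.68 and 0.51 in WT and 0.64 and 0.61 in *sdg8-2*, and an IR event of the kinase gene *AFC1* (AT3G53570) rose from 0.16 to 0.33 in *sdg26-1*, beside 0.19 and 0.22 in WT and 0.26 and 0.34 in *sdg8-2*. An A3 event of *RS2Z33* (AT2G37340) rose from 0.77 to 0.9 in WT and from 0.78 to 0.9 in *sdg26-1*, beside 0.78 and 0.89 in *sdg8-2*, and an A3 event of *SR34* (AT1G02840) rose from 0.17 to 0.23 in WT, beside 0.22 and 0.33 in *sdg8-2* and 0.17 and 0.23 in *sdg26-1*. In *sdg8-2*, an ES event of *RS31* (AT3G61860) fell from 0.81 to 0.72, beside 0.79 and 0.73 in WT and 0.79 and 0.72 in *sdg26-1*, and one of *RS41* (AT5G52040) rose from 0.81 to 0.87, beside 0.83 and 0.86 in WT and in *sdg26-1*.

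Other genes also had events with large changes. An IR event of AT1G61970, which encodes a mitochondrial transcription termination factor, was called in WT, where it fell from 0.76 to 0.37, beside 0.56 and 0.33 in *sdg8-2* and 0.54 and 0.45 in *sdg26-1*. A further pair of IR events of this gene was called in *sdg8-2*, where they fell from 0.92 to 0.7 and from 0.92 to 0.65, beside 0.91 and 0.8 and 0.91 and 0.75 in WT and 0.87 and 0.8 and 0.85 and 0.77 in *sdg26-1*. The IR event of *ATG18F* rose from 0.56 to 0.88 in *sdg8-2*, beside 0.49 and 0.6 in WT and 0.82 and 0.69 in *sdg26-1*. AT1G76720, which encodes an eIF-2 family protein and lies 1425 bp from *SDG26*, had an IR event that rose from 0.53 to 0.85 in *sdg26-1*, beside 0.68 and 0.77 in WT and 0.63 and 0.76 in *sdg8-2*. Among the events called in all genotypes, an IR event of AT1G48430, which encodes a dihydroxyacetone kinase, had changes of −0.26 in WT, −0.24 in *sdg8-2* and −0.25 in *sdg26-1*.

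The selections of events on the call in the mutant or in the third genotype were planned, but their use as tests of an explanation, and the other tests below, were chosen after the results were seen. The absolute change in PSI was smaller in the mutants in events called in WT, by a mean of 0.0543 in *sdg8-2* and 0.0471 in *sdg26-1*. Selection of events on the call in WT could produce such a difference. Simulated events with the same change in all genotypes gave a D of 0.282, beside 0.287 and 0.248 observed. Their median of WT minus mutant was 0.02, beside 0.04 in *sdg8-2* and 0.03 in *sdg26-1* observed. Noise and threshold were assumed, and the simulated threshold lay above the smallest change called in the table. The simulation therefore does not show how much of the difference comes from selection. In events called in the mutant, the mean of WT minus mutant turned to −0.0568 (middle 95% of resampled events −0.0688 to −0.0456) in *sdg8-2*. It turned to −0.0493 (−0.0606 to −0.0394) in *sdg26-1*. Larger changes in the mutants in part of the events could also give this sign. A general weakening of the temperature response, of like degree in every event, would leave a difference in events called in the third genotype. There the mean was −0.00172 (−0.012 to 0.00809) for *sdg8-2* and 0.00409 (−0.00597 to 0.0141) for *sdg26-1*, both ranges covering negative and positive values. Both also lay below the ranges in the WT events. Selection on the WT call can raise the means in the WT events, so lying below them does not argue against a weakening. The third genotype is itself an H3K36me3 mutant, so its calls may favour events that kept their response in the mutants. A loss in part of the events thus stays open. Of the WT events, 15.5% had under 0.5 of their change in both mutants. The same held for 18.2% of the *sdg8-2* events and 20% of the *sdg26-1* events in both other genotypes. Such a loss and selection therefore cannot be told apart without values per replicate.

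IR events called in *sdg26-1* mostly had lower PSI at 25 °C. The direction was not particular to *sdg26-1*, since 56 of these 60 falling events (93.3%) also had lower PSI at 25 °C in WT. Such sharing was general. Of the 149 events of any type called in *sdg26-1* alone, 133 changed in the same direction in WT, 13 in the opposite direction and 3 not at all. The share therefore does not address why falls were more frequent among the IR events called in *sdg26-1* than among those called in WT. The 30 IR events called lower in *sdg8-2* were selected without regard to the calls in WT and *sdg26-1*. As *sdg8-2* is also an H3K36me3 mutant, this selection may favour falls that the mutants share. In these events the mean of WT minus *sdg26-1* was 0.035 (0.006 to 0.0657). It was also 0.035 (0.00714 to 0.0668) with 1 event per gene, an alternative chosen after seeing the data. A larger fall of IR in *sdg26-1* than in WT is therefore a hypothesis, with a range that comes close to 0. A difference in read depth between the genotypes was not tested.

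Both *FLM* events are listed at 0 in *sdg8-2*, whereas the A5 and IR values sum to 1 in WT and 0.98 in *sdg26-1* at 16 °C and to 0.94 and 0.92 at 25 °C. The *FLM* A5 event thus differs by 0.89 between WT and *sdg8-2* at 16 °C, the largest such difference, and the paper's Table S5 lists 0 *FLM* events. Events that were not estimated in *sdg8-2*, for example for lack of *FLM* reads, could have been written as 0, but 5 of the 16 listed events that differ by at least 0.2 are in that table, so absence from it does not decide. A PSI of 0 and a value that was not estimated cannot be told apart here, and no biological explanation was tested.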
